A study of Arabidopsis thaliana and Ginkgo biloba and Brassica rapa with 13 samples. Its data were reported in "Conservation of tRNA and rRNA 5-methylcytosine in the kingdom Plantae" (2015).

How the data were processed

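RNA bisulfite sequencing (RBS-seq) was used to measure 5-methylcytosine (m5C) in ribosomal RNA. Sodium bisulfite turns unmethylated cytosine into uracil, which is read as thymine, so a cytosine that remains in a read is a candidate m5C. The series held 8 bisulfite libraries and 5 RNA-seq libraries from total RNA of 6 species. Arabidopsis thaliana was sampled as 10 day old seedlings with 3 bisulfite libraries, and each of the other 5 species had 1 bisulfite and 1 RNA-seq library. Sampled material for Brassica rapa and Ginkgo biloba was leaf per the labels and shoot apex per the methods of the study, a difference that could not be settled here. It was flag leaf for Triticum durum, fronds for the alga Caulerpa taxifolia and cultured cells for the alga Nannochloropsis oculata. Species and tissue therefore changed together, except between B. rapa and G. biloba, for which each record names the same material.

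The authors trimmed reads and aligned them with CLC Genomics Workbench, whose version was not given in the sources used here. Bisulfite reads were aligned to rRNA references in which every cytosine had been turned into thymine in silico. The deposited values are percent methylation per position, the mapped cytosines divided by mapped cytosines plus thymines, with no further normalization. The Arabidopsis value is the authors' mean of the replicate libraries. Sites were called by the authors at a minimum read coverage and at 20% or more. An in vitro transcribed spike-in RNA without m5C served as their conversion control. References came from public databases or from a consensus of RNA-seq reads guided by another sequence. A letter in place of a percentage gives the base of a species that lacks the cytosine. Positions follow the Arabidopsis reference of each rRNA, counted from 1 at the 5′ end. No read counts accompany the percentages, so the depth behind each value was not available here and no interval was attached to a value.

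The percentages were used as deposited. The table held 16 sites and 96 combinations of site and species, of which 74 were percentages, 21 were base letters and 1 was not determined. The reference sequences numbered 63. The mitochondrial small subunit reference of N. oculata was not used here. All rRNAs and all listed sites are named, by a rule that does not depend on their values.

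A site was counted as conserved when all 6 species had 20% or more. Species levels over those sites were compared by a permutation test of Friedman's rank statistic, with 100000 resamples of species values within each site. References of each rRNA were aligned with MAFFT 7.526 (local pairs, 100 iterations). Conservation at the Arabidopsis sites was set against 100000 random sets with the same number of Arabidopsis cytosines per rRNA, in two-sided permutation tests. The first measure was the number of other species with a cytosine at the position. The second was percent identity over 10 bases on each side with the centre left out. In the second, N was left out, a gap counted as a difference, and cytosines without full flanks or with a species holding only N were not drawn. The pairwise alternative used the global aligner of Biopython 1.88 with match 2, mismatch -3, gap opening -5, gap extension -2 and free end gaps. Base pairing was predicted with ViennaRNA 2.7.2 at 37 C on the whole T. durum 18S rRNA. The mean pairing probability of the clustered cytosines was ranked among all overlapping windows of 15 bases with at least as many cytosines. This exact one-sided test counted the observed set.

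Arabidopsis references were placed on the TAIR10.1 assembly by BLASTN 2.17.0, and each site by an exact match of 41 bases. The submitters' notes name TAIR10, and the coordinates given are those of TAIR10.1 alone. Mitochondrial references were compared with the chloroplast reference of the same species by windows of 31 bases and by the longest exact run.

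The permutation tests were tested on simulated data. With no effect, p was under 0.05 in 2% of 200 datasets for the cytosine measure, 5.5% for the flank measure and 5.5% for species ranks. Those datasets drew sites at random, changed bases independently and drew all species values from the same distribution. The rates therefore check the calculation and are not the false positive rates on these references. With conserved sites, p was under 0.05 in 100% for both conservation measures. The simulated sites and their flanks were kept identical in every species, while flank identity at the real sites averaged 94.7%. The 100% is therefore not the power of the tests on these references. With 1 of 6 species lower by a set amount, it was under 0.05 in 69%, which holds for that amount alone.

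Groups, tests and the settings to be varied were fixed before the data were examined, although the supplement of the study, which lists the same percentages, had been read by then. The tests and counts involving those percentages were therefore not blind to them. Alternatives covered the calling threshold, left-out species and sites, the alignment, the flank length and the folding temperature. The RNA-seq libraries entered only through the deposited references and base letters.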

Results

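The data give the percentage of unconverted cytosine at 16 rRNA positions in 6 species. Sampled were A. thaliana and its relative B. rapa, the wheat T. durum, the gymnosperm G. biloba, and the algae C. taxifolia and N. oculata. A. thaliana was represented by the authors' mean of 3 libraries and each other species by 1 library. No replicate error or read depth could be attached to any value, and differences between species at a single site were not tested.

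The first comparison asked which m5C sites of Arabidopsis rRNA were shared by the other species. In A. thaliana, 7 sites were at or above 20%, in 5 of the 11 rRNA references. The nuclear 25S and the chloroplast 23S rRNAs of the large subunit carried a pair of sites each. The other sites lay in the chloroplast 16S, mitochondrial 18S and mitochondrial 26S rRNAs. None of the 28 small rRNA references of any species was listed with a called site, which includes chloroplast 4.5S, organellar 5S and nuclear 5.8S rRNAs. The nuclear 5S lines among them repeat the 5.8S sequence, with 1 difference in N. oculata.

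Levels in nuclear 25S rRNA were high in all 6 species. C2268, a position methylated by the RNA methyltransferase NSUN5 in Arabidopsis, ranged from 66% in A. thaliana to 91% in T. durum with a median of 78.5%. C2860 had the narrowest spread of the shared sites, from 82% to 86%. On chromosome 2 of TAIR10.1, these cytosines lie at 8412 and 9004 on the plus strand, and a second copy on chromosome 3 places them at 14202383 and 14202975. No rRNA gene was annotated over either 25S copy. The Arabidopsis sequence centred on C2268 was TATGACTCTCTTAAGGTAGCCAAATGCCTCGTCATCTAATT, and that centred on C2860 was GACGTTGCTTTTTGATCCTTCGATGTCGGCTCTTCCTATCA.

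Chloroplast 23S rRNA was also methylated in every species at C1940 and C1977. C1977 ranged from 82% in A. thaliana to 91% in T. durum, and C1940 from 70% to 88% in the same species. In the Arabidopsis chloroplast genome these cytosines lie at 106630 and 106667 on the plus strand, within the annotated 23S rRNA gene, and at 132019 and 131982 in the inverted repeat copy on the minus strand. C916 of chloroplast 16S rRNA was at or above 20% in all species but varied most among the shared sites, from 31% in B. rapa and 43% in C. taxifolia to 87% in N. oculata. The B. rapa 16S reference lacked 15 of the Arabidopsis bases within 30 bases of C916, the nearest of them 5 bases away. C916 lies at 101927 on the plus strand and at 136722 in the minus strand copy.

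In mitochondrial rRNA, C1586 of the 26S was the single site shared by all 6 species. It was 72% in A. thaliana, 74% in N. oculata and 92% or 93% in B. rapa, T. durum and C. taxifolia, with 83% in G. biloba. C960 of the 18S was 28% in A. thaliana and between 70% and 78% in the other 4 species with a cytosine, while the base listed for N. oculata was A. C1549 of the 26S split the species. It was 89% in T. durum, 84% in C. taxifolia and 60% in N. oculata, against 8% in A. thaliana, 13.8% in B. rapa and 1.63% in G. biloba. The T. durum reference around C1549 and C1586 was identical to its own chloroplast 23S rRNA over 61 bases. On the minus strand of the mitochondrial genome in TAIR10.1, C960 lies at 127264, C1549 at 141730 and C1586 at 141693, within the annotated 18S and 26S rRNA genes.

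**Figure D1:**
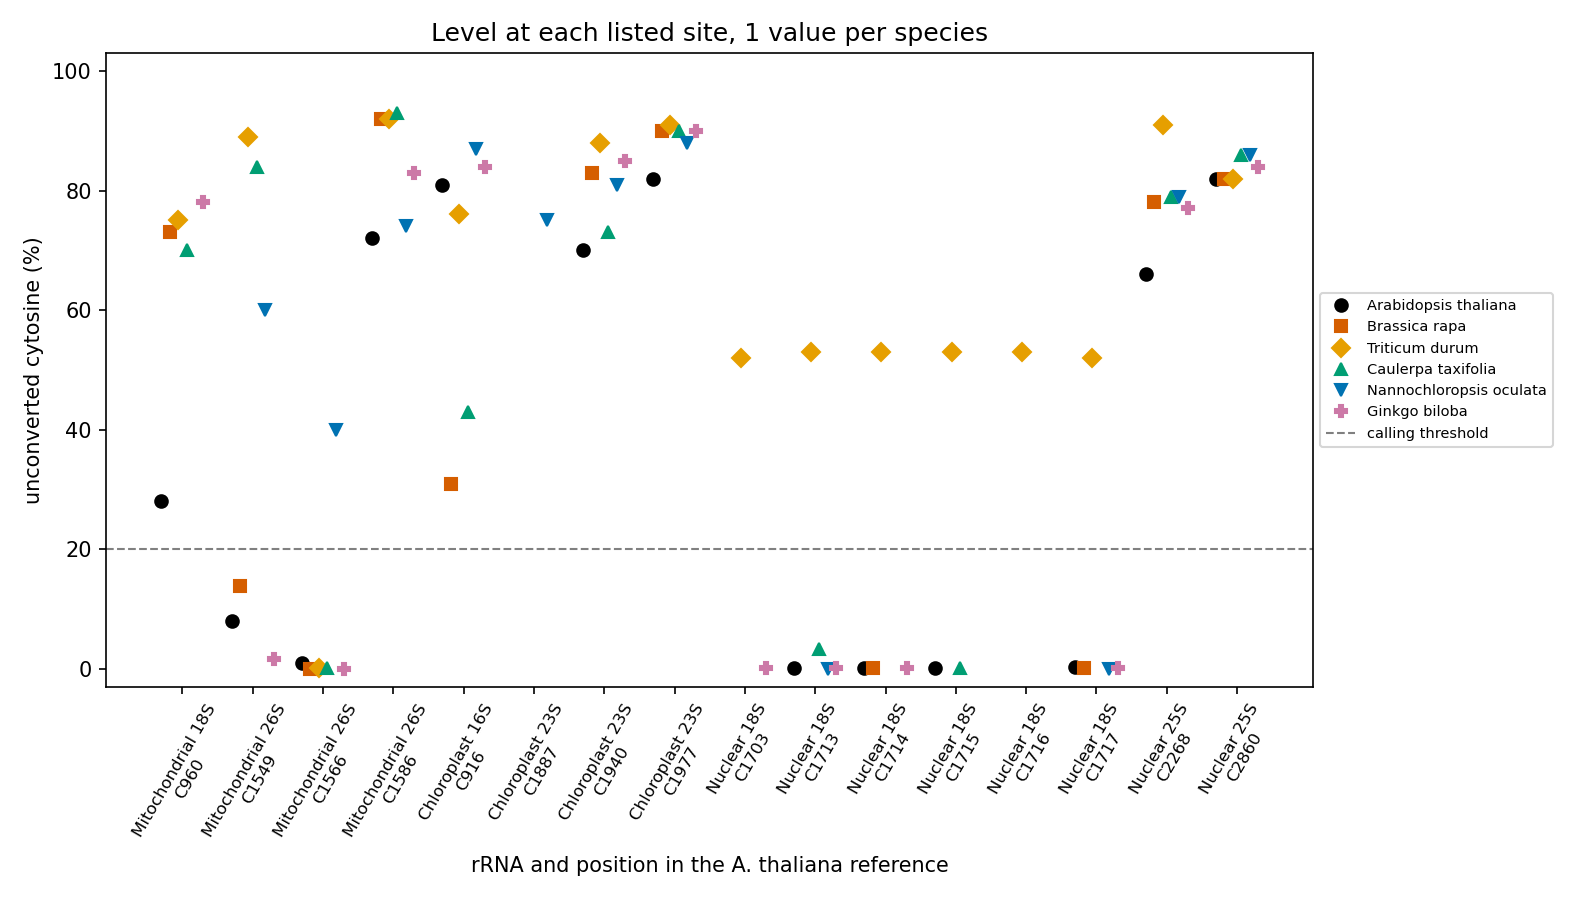
Percentage of unconverted cytosine (y axis) at each of the 16 listed sites (x axis, rRNA and Arabidopsis position), with 1 point per species and the 20% calling threshold as a dashed line; A. thaliana points are the authors' mean of 3 libraries. Points of the 6 shared sites lie between 31% and 93%, and C1549 has 3 species above and 3 below the threshold.

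Sites were then counted by the number of species that carried them. Of the 16 sites, 6 were at or above 20% in all species, 2 in some of them and 8 in 1 species alone. T. durum had the most called sites with 14, followed by N. oculata with 9 and C. taxifolia with 8. Of the T. durum sites, 6 lie in the nuclear 18S cluster described below. Another 3 are mitochondrial, where its references were 98.4% to 100% identical to its chloroplast rRNA over 61 bases. A. thaliana, B. rapa and G. biloba had 7 each. The count of shared sites was 7 without N. oculata.

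Of the sites found in 1 species, 6 formed a cluster in the nuclear 18S rRNA of T. durum. C1703 and C1713 to C1717 were all at 52% or 53%, within 15 bases. In the other species the 14 percentages at these positions reached at most 3.3%, in C. taxifolia, and 13 of them were under 1%. The T. durum sequence over the cluster was CGGTTCGCCGCCCCC and the Arabidopsis sequence was TGGTTCGCCGCCCGC. The window of T. durum holds 9 cytosines, of which 3 were not listed as called. In A. thaliana the positions run from 5408 to 5422 on chromosome 2, inside the 18S rRNA gene AT2G01010.

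The predicted pairing of the 6 clustered cytosines addressed whether they lie in a stem. Their mean pairing probability was 1.00, against a median of 0.744 over 251 windows. None of the windows reached it (exact one-sided p = 0.00397, the smallest p that this number of windows allows). Neighbouring windows overlap and are not independent, so the p gives a rank among them and overstates the evidence. The called cytosines are a chosen part of their window, and with all 9 cytosines of the window the mean was 0.887, below the median of 0.894 for the 13 windows with as many (exact p = 0.692). Against all 251 windows it was above the median and did not pass the threshold (exact p = 0.0996).

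**Figure D2:**
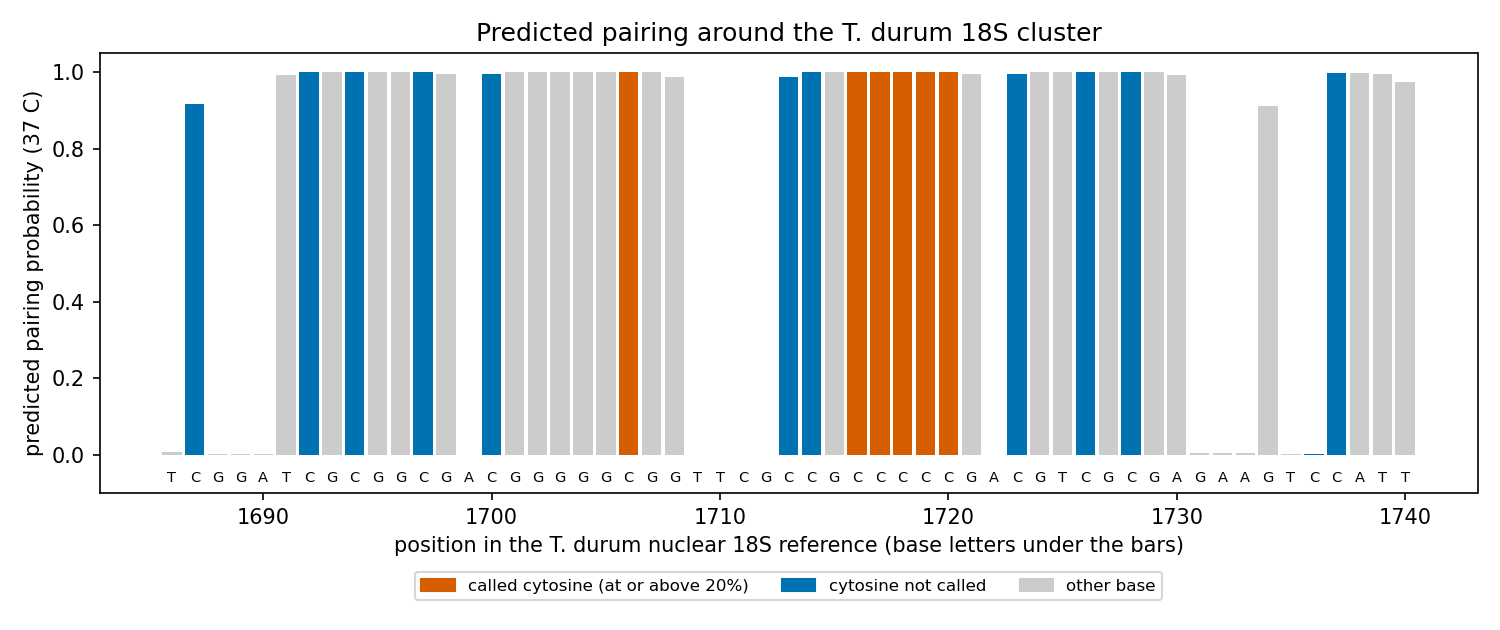
Predicted pairing probability at 37 C (y axis) for each base around the cluster in the T. durum 18S reference (x axis), with called cytosines in orange, other cytosines in blue and other bases in grey. The 6 called cytosines are paired, and so are 9 other cytosines with a probability of 0.99 or more, a count that is 4 at 70 C and 3 with local folding. Of the called cytosines, 6 reach 0.99 at 70 C and 5 with local folding.

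N. oculata carried the remaining pair. C1566 of mitochondrial 26S rRNA was 40% there and at most 1% elsewhere. C1887 of chloroplast 23S rRNA was 75%, and the other 5 species have A at the position. The base aligned to C1887 in the N. oculata reference was also A.

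Species levels were next compared over the 6 shared sites. A. thaliana was lowest, or tied for lowest, at 5 of them, with C916 as the exception. Its mean rank was 1.67, with 1 as the lowest, and that of T. durum was 4.58. Medians over the shared sites were 76.5% in A. thaliana and 89.5% in T. durum, with the other species between 82.5% and 84%. The difference in ranks did not pass the threshold of 0.05 (Friedman statistic 8.88, permutation p = 0.0841). Without C916, where A. thaliana was not lowest, the permutation p was 0.0159. Without each of the other sites in turn it was between 0.0812 and 0.253, and without A. thaliana it was 0.561. Sites of 1 library are not independent replicates, so the test describes these libraries.

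Levels were also set out by genome of origin. The values at or above 20% had medians of 78.5% in nuclear, 83% in chloroplast and 75% in mitochondrial rRNA, over 18, 19 and 15 values. At the shared sites alone the medians were 82%, 83.5% and 87.5%. The last rests on C1586 alone, including the T. durum value that may come from chloroplast reads. Among the values at or above 20%, the nuclear ones include the 6 of the T. durum cluster. The mitochondrial ones include 3 of T. durum with the same doubt. The nuclear median falls to 52.5% when every percentage is counted. No test was made with so few sites per genome.

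Conservation of sequence was compared between the 7 Arabidopsis sites and other cytosines of the same rRNAs. In the multiple alignment, a cytosine stood at every Arabidopsis site in every other species whose reference was used. The pairwise alignment left a gap in C. taxifolia at mitochondrial C960. The base listed for N. oculata at C960 was A, but its reference was not used. This exception therefore did not count against the sites in the tests. The mean number of species with a cytosine was 4.86 of the other 5, against 3.98 for random cytosines (permutation p = 0.0202, two-sided). Counted as the share of species over cytosines with full flanks, the call was lost with pairwise alignment (permutation p = 0.0544) and without the mitochondrial references of T. durum and C. taxifolia (permutation p = 0.0519). Identity over 10 bases on each side averaged 94.7% at the sites and 85.9% at random cytosines (permutation p = 0.0104, two-sided). C2268 had flanks identical in all species, 100%, and C916 had the lowest identity, 88% against a median of 94% for cytosines of its rRNA, but the B. rapa gap falls within its flank. Without B. rapa, C916 was at 93.8% against a median of 92.5%, and C1586 was lowest with 86.3%. Several B. rapa references equalled those of G. biloba, and without B. rapa the flank test gave a permutation p of 0.00316.

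The references themselves were compared between species and with the percentages. Identity to Arabidopsis had a median of 90.1% over 29 pairs and ranged from 68.9% for the mitochondrial 26S of N. oculata to 99.9% for the chloroplast 16S of B. rapa. The pairs include the B. rapa sequences identical to those of G. biloba, so these enter the median under both species. The stated number of sites equalled the number at or above 20% in all 35 combinations of rRNA and species. The base implied by the percentages equalled the aligned reference base in 86 of 94 cells, and the others were 3 in B. rapa and 5 in N. oculata. In 4 of 6 large rRNAs, namely nuclear 25S and 18S, chloroplast 23S and mitochondrial 26S, the B. rapa and G. biloba sequences were identical. The nuclear 5S reference was identical to the 5.8S reference in 5 of 6 species and differed at 1 position in N. oculata, so that these lines hold no separate nuclear 5S sequence. The Arabidopsis copy on chromosome 2, from 5782 to 5945, is annotated as 5S and that on chromosome 3, from 14199753 to 14199916, as 5.8S.

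Mitochondrial and chloroplast references of the same species were also compared. In T. durum, 25.7% of the 31 base windows of the mitochondrial 26S reference occurred in its chloroplast 23S reference, and 45% of those of the mitochondrial 18S in its chloroplast 16S. The longest exact runs were 355 and 389 bases. In the other species these shares were at most 2.87% and the longest run was 53 bases, in C. taxifolia. With every cytosine turned into thymine, as for the bisulfite reads, the longest run outside T. durum was 69 bases. It lay in the mitochondrial 18S of G. biloba and passed through C960. Over 61 bases centred on C1549, the T. durum mitochondrial reference was 100% identical to its chloroplast 23S around C1940 and 90.2% identical to the Arabidopsis mitochondrial 26S. Levels of these mitochondrial and chloroplast sites in T. durum were 89% and 88% for C1549 and C1940, 92% and 91% for C1586 and C1977, and 75% and 76% for C960 and C916.

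**Figure D3:**
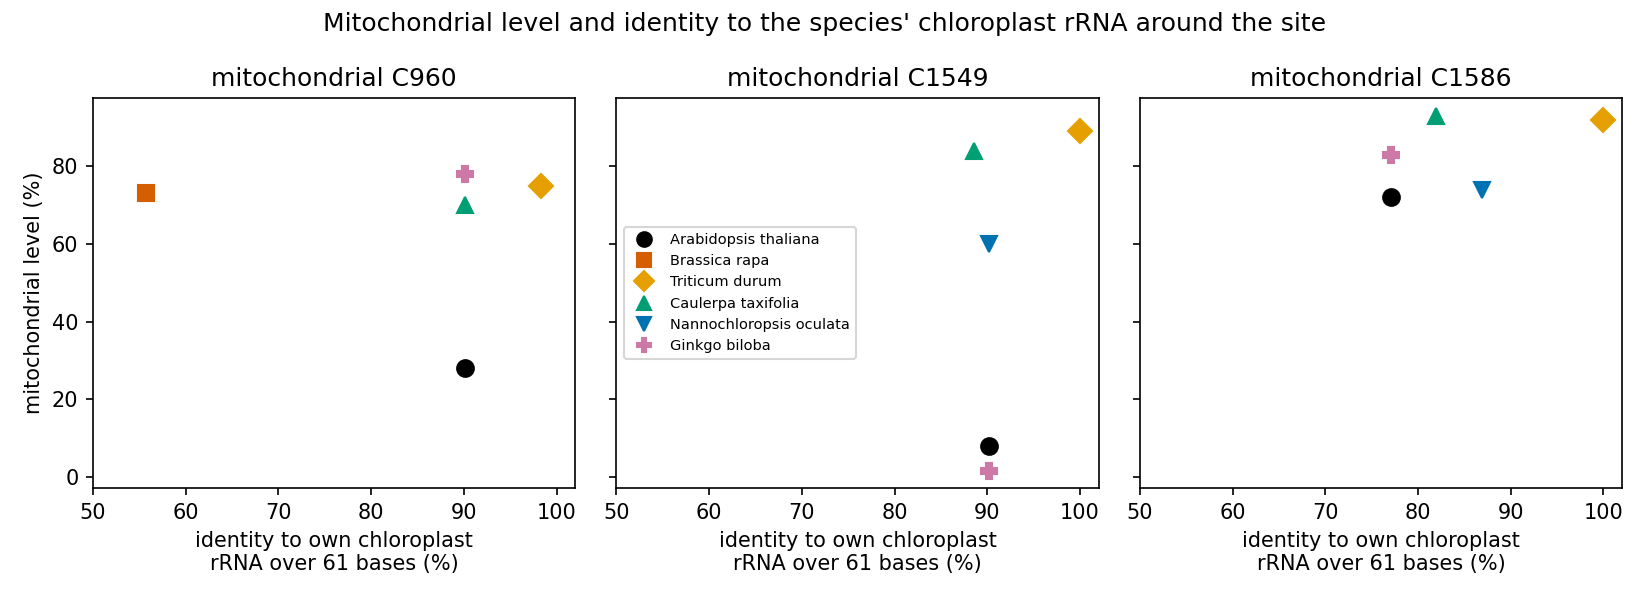
Mitochondrial level in percent (y axis) against identity of the mitochondrial reference to the chloroplast rRNA of the same species over 61 bases around the site (x axis, percent), for C960, C1549 and C1586, with 1 point per species. B. rapa is left out of the 26S panels, where its reference equals that of G. biloba, and stands at 55.7% identity and 73% at C960, where its chloroplast reference lacks 15 bases; T. durum stands at 98.4% to 100% identity in each panel.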

Values the study reported

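The study reported 7 m5C sites in Arabidopsis rRNA, of which 6 averaged between 66 and 82 % and C960 of the mitochondrial small subunit averaged 28 %. Across the 6 species it counted 8 conserved sites. Of these, 6 were described as conserved in all species, and mitochondrial C960 and C1549 as highly methylated in only part of them. It gave a range of 31 to 87 % for C916 of the chloroplast 16S rRNA. It described 6 sites specific to T. durum within 15 bp of the nuclear 18S rRNA. For the clustered ones it proposed that failed bisulfite conversion in strongly structured rRNA may be the cause. A site needed at least 5 reads and 20 % methylation, and conversion of the spike-in RNA was above 98 %.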

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

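All tests on explanations in this part were chosen after the result was seen, except the comparison of stem stability between species. Species are not replicates of a group, and a value that stands apart by the gap rule used here arises by chance in about 1 of 20 groups; 12 sites were examined and 6 values stood apart. That rate does not apply to 4 of the 6, at sites listed because 1 species was called there, which builds in a lone high value. The values were 28% for A. thaliana at mitochondrial C960, 82% for A. thaliana at chloroplast C1977 and 40% for N. oculata at mitochondrial C1566. In T. durum they were 53% at nuclear 18S C1713, 53% at C1714 and 52% at C1717.

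The split of species at mitochondrial C1549 was followed up through the references. In T. durum the exact run through C1549 shared with its own chloroplast reference was 178 bases, against 27 bases in A. thaliana and in G. biloba, which is consistent with chloroplast sequence, and chloroplast reads, behind the T. durum value. The run was 19 bases in C. taxifolia and 7 bases in N. oculata, with 88.5% and 90.2% identity to the own chloroplast over 61 bases against 90.2% in A. thaliana, which argues against a copy of the own chloroplast sequence at C1549 itself. Around C1586, however, the run was 20 bases in C. taxifolia and 36 bases in N. oculata against 5 bases in A. thaliana and in G. biloba, and the C. taxifolia reference around C1549 was only 86.9% identical to the mitochondrial one of A. thaliana, so chloroplast reads placed on these references stay open. A difference of species or tissue was not tested and stays open too. In T. durum the exact run through C1586 was also 178 bases, so its value at that shared site carries the same doubt as at C1549.

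The cluster in T. durum 18S rRNA was weighed in the same way. Reads left unconverted along their whole length would keep every cytosine, but 3 of the 9 cytosines of the window were not called. Non-conversion of every paired cytosine is also argued against, since 9 uncalled cytosines within 20 bases had a pairing probability of 0.99 or more at 37 C, as did 4 at 70 C and 3 with local folding. Of the 6 called cytosines, 6 reached that probability at 70 C and 5 with local folding. The predicted fold of the window with 20 bases on each side was more stable in T. durum than in the next species, A. thaliana. The energies were -39 and -34.4 kcal per mol, over 55 bases in both. A. thaliana had at most 0.3% where it has a cytosine in the cluster. A more stable fold leaves non-conversion through structure open. The energy is that of the whole fragment, so it does not single out the called cytosines. Methylation specific to T. durum was not tested and stays open.

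The identity of B. rapa and G. biloba references concerned 4 rRNAs. That the species share these sequences in nuclear 18S rRNA is argued against, since 3 of 6 B. rapa bases in the percentages differ from the sequence there. In the other 3 identical rRNAs 0 of 8 bases differ, as under a copied line too where the bases are conserved, so the bases cannot decide there. The lengths listed for B. rapa and G. biloba differ, however. They are 3388 and 3393 in nuclear 25S, 2810 and 2801 in chloroplast 23S, and 2531 and 2384 in mitochondrial 26S. These lengths argue against sharing in the 3 rRNAs too. In all 4 rRNAs the sequence was within 1 base of the length listed for G. biloba and in 0 within 1 base of that listed for B. rapa, which is consistent with G. biloba sequences having been entered in the B. rapa lines. The B. rapa percentages may still rest on the correct references, since the lengths listed for B. rapa differ from the sequences in its lines.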

How the results depend on the processing

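Of 55 alternatives, 40 were planned and 15 were chosen after seeing the data. Of the 34 with a test, 29 kept the result on its side of the threshold. Of those without a test, 8 left the value unchanged and 5 moved a count by no more than 1.5 times. Depth per site does not accompany the percentages, so no alternative coverage minimum could be tried. Leaving out an Arabidopsis replicate was not possible because its column is the authors' mean. No paired analysis was possible because only A. thaliana had numbered replicates. The count of conserved sites ranged from 5 to 9. The 9 came from asking only the species with a cytosine. That setting admits chloroplast C1887 and nuclear 18S C1716 by construction, since 1 species alone had a percentage there. The count of sites in 3 or more species was 7 in place of 8 without the mitochondrial values of T. durum. Uncalled cytosines paired around the T. durum cluster numbered 4 at 70 C and 3 with local folding, beside 6 and 5 called ones. Leaving out each site in turn gave species ranks a permutation p from 0.0159, without C916 and the only one past the threshold, to 0.253, and the permutation p was 0.561 without A. thaliana. Medians by genome moved with no threshold to 52.5% for nuclear and 70% for mitochondrial rRNA, and with the mean to 71.6%, 78.3% and 73.5% for nuclear, chloroplast and mitochondrial rRNA. Median identity to Arabidopsis was 88.9% with gaps counted. The flank test kept its call in all 13 alternatives, with permutation p from 0.00106 to 0.0453. For the cytosine test, the share of species over cytosines with full flanks gave a permutation p of 0.0544 with pairwise alignment and 0.0519 without the mitochondrial references of T. durum and C. taxifolia, and the cause was not tested. The pairing comparison reversed with every cytosine of the window, set against the 13 windows with as many (exact p = 0.692), and lost the threshold against all 251 windows (exact p = 0.0996), so that both the uncalled cytosines and the choice of windows matter. With the best 6 cytosines of each window it gave an exact p of 0.00398. The windows overlap, so each exact p here is a rank among windows that are not independent.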

Other observations

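Some mitochondrial and chloroplast sites lie in similar sequence. Over 61 bases in A. thaliana, the surroundings of mitochondrial C1549 and chloroplast C1940 were 90.2% identical, those of C1586 and C1977 were 77% identical, and those of C960 and C916 were 90.2% identical. In A. thaliana the mitochondrial member of each pair was lower, by 62 percentage points at C1549, 10 points at C1586 and 53 points at C960. It was also lower in G. biloba, by 83.4, 7 and 6 points, and in N. oculata, by 21 points at C1549 and 14 points at C1586. In B. rapa it was lower at C1549, with 13.8% against 83% at C1940, by 69.2 points. The direction turned at other pairs. C960 against C916 was 73% and 31% in B. rapa and 70% and 43% in C. taxifolia. The B. rapa chloroplast reference lacks 15 bases near C916, and the surroundings of this pair were only 55.7% identical there. Whether this reference bears on the 31% was not tested. C1549 against C1940 was 84% and 73% in C. taxifolia. C1586 exceeded C1977 by 2 points in B. rapa and by 3 points in C. taxifolia. In T. durum, whose mitochondrial references share long exact runs with its chloroplast references, the levels differed by 1 point at each pair. No test was made of these differences.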
